A study of Glycine max with 6 samples. Its data were reported in "Microarray analysis of iron deficiency chlorosis in near-isogenic soybean lines" (2007).

How the data were processed

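Root RNA of the near-isogenic soybean lines Clark, which is Fe-efficient, and IsoClark, which is Fe-inefficient, was compared on spotted cDNA arrays after growth in Fe sufficient hydroponics. Per the labels there were 3 biological replicates, each hybridized on a pair of arrays with the dyes exchanged, for 6 arrays in all, and 90 ug of RNA went into each labelling. The study's methods describe each replicate as root tissue pooled from several plants of a single hydroponic unit. The p-values measure the spread between the 3 replicate values, which holds noise between arrays as well as differences between such pools. Arrays within a replicate correlated at -0.003, so the spread cannot be credited to the pools alone.

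The authors scanned the slides and quantified the spots with ImaGene version 6.1.0, per the file headers. The deposited scanner files give, for each dye, the intensity of every spot (signal mean, signal median, background mean, background median and background SD) on a linear scale with no normalization, and a quality flag. The authors also deposited a table of log2 ratios, 1 column per array and 19200 rows. How those ratios were background-corrected and normalized is not given in the sources used here. Set against the scanner values, the columns had Pearson's r of -0.78, 0.83, -0.81, 0.76, 0.72 and 0.65 with Cy5 over Cy3 in the order replicate 1 IsoClark in Cy3, replicate 1 IsoClark in Cy5, replicate 2 IsoClark in Cy3, replicate 2 IsoClark in Cy5, replicate 3 IsoClark in Cy3 and replicate 3 IsoClark in Cy5. By the dyes in the labels, 5 columns therefore hold IsoClark over Clark and the column of the replicate 3 array with IsoClark in Cy3 holds the opposite. The column medians were 0.11, 0.05, 0.08, -0.06, 0.04 and -0.28, so the columns are not centred on their medians, and their exact scale remains unknown. The table was used only as an alternative.

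The array held 19200 spots in 48 blocks: 18649 cDNA spots of 18361 clones and 551 blank or empty spots. The clones belong to the root unigene sets Gm-r1021 (4089 clones) and Gm-r1083 (4992 clones), to the set Gm-r1070 (9216 clones), and to 64 control clones. Gene names are given for rows of the authors' table and not for clones. The rows were tied to clones through the clone number plus 1 fixed shift per set, and the shift was found from the values. All 192 runs of 96 consecutive clones, compared with every start row in steps of 24, matched best at the row used, with r between 0.62 and 0.95 there and at most 0.44 at the next best row. As a check that uses no values, all 22 clones that were printed more than once and had a name carried the same name on each of their rows. Of the rows, 1158 have 1 gene symbol, 13 have several and 18029 have none; no gene was named from a row with several. In this way 1106 clones were named for 527 genes, 523 of which matched the annotation of assembly Glycine_max_v4.0 by gene identifier, and 0 symbols changed. No coordinates are given because the arrays refer to no genome build. An unnamed clone is unnamed here, not without a gene.

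Background was corrected with normexp (offset 50) on the signal mean and background median of each channel. Each array was normalized by global loess in limma version 3.58.1 (R version 4.3.3). Weight 0 was given to the blank and empty spots of the print layout and to spots flagged as poor. Between 413 and 4619 cDNA spots per array were flagged as empty by the image program and kept full weight. Ratios were turned to IsoClark over Clark by the dye in the label field. Spots of 1 clone were averaged, the arrays of a swap pair were averaged to 1 replicate value, and the 3 replicate values were tested against 0 with lmFit and eBayes and Benjamini-Hochberg adjustment at 0.05. A poor spot was left out of its pair's mean, so 44.1% of the replicate values of tested probes rest on 1 array, where a dye effect does not cancel. A probe was tested when it lay above background (signal mean over background median plus 2 background SD) in either channel on at least 3 arrays and was measured in all 3 replicates; 13430 clones were tested. Saturated spots were kept. Their number was between 2 and 973 per channel and array, counted from the signal median because the saturation column of the files was 0 throughout.

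Per array, the median spot signal was 3.31 to 8.91 times its local background in Cy3 and 5.12 to 18.3 times in Cy5. The share of cDNA spots flagged as poor was 35.0% and 28.5% on the replicate 1 arrays, 18.9% and 44.2% on the replicate 2 arrays, and 19.3% and 29.6% on the replicate 3 arrays, the array with IsoClark in Cy3 first in each case. With 3 replicates, their number limits the precision. Arrays of replicate 1 were quantified on one day and those of replicates 2 and 3 on another; both lines were on every array.

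The further comparisons were the number of probes at least 2-fold apart in the mean, the number 2-fold apart in 1 direction in all 3 replicates, and the number whose 95% limma interval lies within 2-fold. Also compared were the dye effect (the mean Cy5 over Cy3 of each swap pair, for probes with a spot not flagged as poor on both arrays of every pair) and the share of spots above background by unigene set and line. Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation) and fry when at least 5 genes were measured, with the probes of a gene averaged to 1 value. The themes of 15 gene lists were fixed before the data were examined, as keywords for gene descriptions. Because only symbols came with the probes, the themes were turned into lists of symbols after the annotation, and before any ratio of a named gene, had been seen. The first overall fit had by then printed its counts and its top unnamed clones, and some members were dropped or moved between that fit and the first look at named genes. At that point 4 lists were added: lipoxygenases and vegetative storage proteins, transcription factors, sulfur-related genes, and calmodulin with 14-3-3 proteins. The clones that the study called under limited iron could not be tied to clones or accessions here, and that planned list was not analysed here.

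Named probes followed a rule set before the data were examined: the 10 largest mean log2 ratios in each direction among annotated probes past adjusted p 0.05 with 1 sign in all 3 replicates, filled where too few passed by the largest ratios with 1 sign on all 6 arrays (poor spots included), and said not to pass; the 2 largest in each direction with 1 sign on all 6 arrays whatever their annotation; list members at least 2-fold apart in the mean with 1 sign in all 3 replicates, at most 4 per list; and the clone the study matched to Yellow Stripe-Like 6. Examples given for a gene list include its largest and smallest values; further members were chosen after the values were seen.

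The steps were tested on simulated data made from these arrays, with random signs in place of real differences and 200 changed probes. In this simulation of the IsoClark over Clark comparison, with 13255 probes tested, 32 of 49 probes changed 2-fold, 47 of 50 changed 3-fold and 50 of 50 changed 4-fold were called, with 3 calls among 13036 unchanged probes. The simulation shares its scatter with the arrays but none of their real differences. Each change was planted at full size and in the labelled direction on every array. The counts therefore do not cover a wrongly labelled array or a local fault on an array. The changes were also set on background-corrected ratios, so shrinkage of the ratios of dim spots by the offset was not simulated. All 200 probes were changed at once. With fewer changed probes the Benjamini-Hochberg cutoff is stricter, so a few 2-fold clones would be called less often than this. The alternatives covered background correction, signal column, normalization within and between arrays, the filter on dim probes, spot flags, the offset, the authors' values, the dye direction of an array whose protocol text differs from its label, the unit of replication, the variance model, and each replicate left out. Figures were drawn with matplotlib version 3.10.9.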

Results

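Transcript levels in roots of Clark and IsoClark, near-isogenic soybean lines that differ in how they cope with low iron, were compared after growth with sufficient iron. The 6 arrays carry 3 biological replicates as dye-swap pairs. On average 87.4% of the cDNA spots lay above background, from 80.5% to 96.9% per array. All ratios are IsoClark over Clark on the log2 scale, given as the mean ± SD over n = 3 replicates.

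The first comparison asked whether any transcript differs between the lines when iron is not limiting. Of 13430 clones tested, 0 passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.796. An unadjusted p under 0.05 was reached by 743 clones, or 5.53% of those tested. The typical clone differed by 0.12 in absolute log2 ratio, against a median SD of 0.22 between replicates. The absolute ratio was under 0.39 for 95% of the clones. The 95% interval lay within 2-fold in either direction for 13149 clones, or 97.9%.

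None of the 815 annotated clones tested, which stand for 457 genes, passed. The values below are therefore those of the probes with the largest ratios among annotated probes with 1 sign on all 6 arrays, none of which passed the test. This choice rests on the labelled direction of every array: with the replicate 3 array with IsoClark in Cy3 turned, none of these probes would keep 1 sign on all 6 arrays, and TBP1 had 0.05 and LOC547837 had 0.14. On the IsoClark side, CYP97B2, a cytochrome P450, had a log2 ratio of 0.46 ± 0.66, with 1.23 in replicate 2 and 0.06 and 0.10 in replicates 1 and 3, so that this ratio rests on replicate 2. With the replicate 2 array whose protocol text differs from its label turned, CYP97B2 had -0.35 and HRBP1 had -0.09. A clone of F3H, the flavanone 3-hydroxylase of flavonoid synthesis, had 0.38 ± 0.33, but the 3 F3H clones ranged from -0.12 to 0.38, and this clone had 0.20 without replicate 2. H4 had 0.35 ± 0.24, TBP1 0.31 ± 0.08 and PAA1 0.30 ± 0.12. The CYP97B2 and TBP1 means rest on 3 arrays, 1 per replicate, as their other spots were flagged as poor. A dye effect does not cancel in these 2 means. LOC547837 had 0.26 ± 0.16 and LOC547734 had 0.25 ± 0.12. A clone of MET2 had 0.24 ± 0.04 while the 4 MET2 clones ranged from -0.44 to 0.24. A clone of CAB3, a chlorophyll a/b-binding protein, had 0.23 ± 0.18, with the 6 CAB3 clones between -0.17 and 0.23, and this clone had 0.13 without replicate 2. HRBP1 had 0.23 ± 0.29, which also rests on replicate 2 (0.57, against 0.09 and 0.04), and was 0.06 without it. Of these 10 probes, only those of PAA1, MET2 and CAB3 had usable spots on all 6 arrays. A dye effect does not fully cancel in the means of the others. The adjusted p was 0.796 for each of the 10 probes.

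On the Clark side, DAO had the lowest ratio at -0.45 ± 0.12, with a 95% interval from -0.75 to -0.15, an unadjusted limma p of 0.00944 before correction (exact sign-flipping of 3 replicates cannot go below 0.25) and an adjusted p of 0.796. A clone of LOXB1, a lipoxygenase, had -0.32 ± 0.27, while the 7 LOXB1 clones ranged from -0.32 to 0.07, and this clone had -0.17 without replicate 1. A clone of XTH1, a xyloglucan endotransglucosylase/hydrolase of the cell wall, had -0.29 ± 0.19, and the 3 XTH1 clones ranged from -0.29 to 0.14. LOC547818 had -0.31 ± 0.13. The clones of LOC547605 had -0.29 ± 0.13 and -0.20 ± 0.12. LOC100037476 had -0.26 ± 0.28; it lay above background in IsoClark on 1 array and in Clark on 3. LOC100037475 had -0.23 ± 0.29, with 1 usable array per replicate. Without replicate 2, LOC100037476 had -0.10 and LOC100037475 had -0.07. With the replicate 2 array whose protocol text differs from its label turned, LOC100037475 had 0.14 and a LOC547605 clone had 0.00076. LOC780539 had -0.19 ± 0.12 and LOC547939 had -0.18 ± 0.07. On this side only the LOXB1 and XTH1 clones and the LOC547605 clone at -0.20 had usable spots on all 6 arrays. A dye effect does not fully cancel in the means of the others. The adjusted p was 0.799 for LOC547939 and 0.796 for the other 9 probes.

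**Figure D1:**
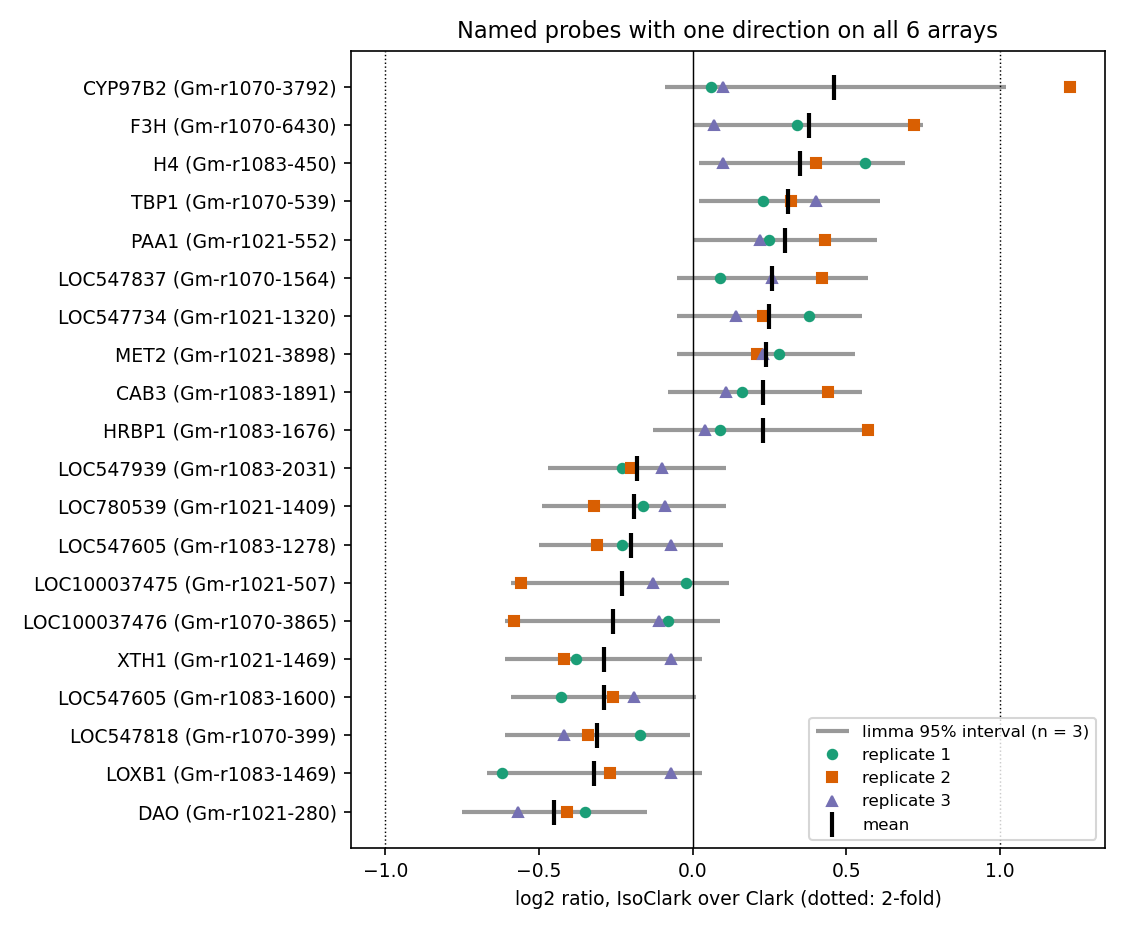
Log2 ratio of IsoClark over Clark for the 20 annotated probes of the naming rule, with the clone in parentheses; symbols are the 3 replicate values, the black tick is the mean and the grey line the 95% limma interval. The means lie between -0.45 and 0.46, inside the dotted lines that mark 2-fold, and no probe passed the adjusted test.

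The study defined differential expression as a difference of at least 2-fold, and the arrays were counted by that rule as well. The mean ratio reached 2-fold for 4 clones, all without a gene name, and they are named here after their values were seen. Gm-r1070-2866 was 2.14-fold higher in the mean, with 1.99, 0.83 and 0.47 in replicates 1, 2 and 3 on the log2 scale. Gm-r1070-6498 had 1.06 ± 0.89, and Gm-r1021-2865 was 2.03-fold higher, with 2.28, 0.58 and 0.20 in the replicates. Without replicate 1 these 3 clones had 0.65, 0.59 and 0.39. Gm-r1070-2866 and Gm-r1070-6498 lay above background in Clark on 3 of 6 arrays, which limits how exactly their ratios are known. Gm-r1070-8363 had -1.13 ± 0.77, with -1.88 in replicate 2 and -0.34 in replicate 3. It lay above background in IsoClark on 3 of 6 arrays, and had -0.39 with no spot flags used and -0.61 with 6 arrays and a dye term. The adjusted p of all 4 was 0.796. The number of clones at least 2-fold apart in 1 direction in all 3 replicates was 0. By the naming rule, the largest ratios with 1 sign on all 6 arrays whatever the annotation were those of Gm-r1070-2866 and Gm-r1083-4978 (0.99 ± 0.75) on the IsoClark side, and -0.63 ± 0.33 for Gm-r1021-148 and -0.60 ± 0.66 for Gm-r1083-627 on the Clark side; none passed. Gm-r1021-148 lay above background in IsoClark on 3 of 6 arrays. Its mean and that of Gm-r1070-2866 rest on 1 usable array per replicate. Replicate 3 gave the largest value for Gm-r1083-4978 (1.85) and for Gm-r1083-627 (-1.36), and without it they had 0.55 and -0.22. With the replicate 3 array with IsoClark in Cy3 turned, Gm-r1083-4978 had -0.25. The count of 2-fold clones depended on the values used. With the authors' deposited ratios in the same test, taken as log2 although their exact scale is unknown, 1 replicate 3 column turned to follow its label, it was 170, with 57 higher and 113 lower in IsoClark. With that column left as deposited it was 140, with 77 higher and 63 lower. Again 0 clones passed an adjusted p of 0.05 in either case (309 and 454 had an unadjusted p under 0.05).

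Genes of iron handling were few among the annotated clones and none passed. Most clones on the array have no gene name and could not be searched by name. The clone that the study matched to Yellow Stripe-Like 6, a metal-nicotianamine transporter family member, had -0.05 ± 0.16 and a 95% interval from -0.36 to 0.26. DMT1, a divalent metal transporter, had -0.25 ± 0.18. Ferritin genes, which encode the iron storage protein, went both ways: H-1 had 0.18 ± 0.11, SFERH-4 0.06 ± 0.01 over 2 clones and SFERH-2 -0.30 ± 0.28. The 2 SFERH-4 clones differed in sign, at -0.05 and 0.17. With 4 measured genes this list was too short for a list test.

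None of the gene lists planned beforehand passed a test between the lines. Of these 15 lists, 5 had at least 5 measured genes; the smallest camera adjusted p was 0.921 with the preset correlation and 0.935 with an estimated correlation, and the number of members passing in any list was 0, over all probes and adjusted over the list alone. Among 23 genes for peroxidases and other antioxidant enzymes, 10 had a ratio above 0 and 13 below. Their values ran from -0.18 ± 0.21 for GSTF7, a glutathione S-transferase, to 0.22 ± 0.23 for GSTU9, another. Among 23 genes of phenylpropanoid and isoflavonoid synthesis 12 lay above 0 and 11 below. The range was from -0.27 ± 0.57 for 4CL4, a 4-coumarate:CoA ligase, to 0.65 ± 0.32 for IF7GT, an isoflavone glucosyltransferase, whose replicates were 0.38, 1.00 and 0.56. CHS1, chalcone synthase, had 0.07 ± 0.13 over 5 clones that ranged from -0.39 to 0.38. The 5 defence genes ran from -0.46 ± 0.52 for KTI-2, a Kunitz trypsin inhibitor, to 0.14 ± 0.76 for PGIP, a polygalacturonase-inhibiting protein. The list's median of 0.09 and mean of -0.01 differ in sign. The 6 nodulin genes ran from -0.18 ± 0.17 for SS, a sucrose synthase, to 0.06 ± 0.61 for N-36A.

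Markers of seeds and cotyledons served as a check on a difference in tissue between the lines. Other tissue present alike in both lines would not show in these ratios. Of 21 measured seed storage and seed maturation genes 16 had a ratio above 0, with a median of 0.07. This median was 0.02 with print-tip loess and -0.02 with no spot flags used. The fry test, which asks whether a list's genes move one way on balance, gave an unadjusted p of 0.0158 and an adjusted p of 0.0791, and camera gave an adjusted p of 0.921. For each of the other 4 tested lists the fry adjusted p was 0.789. GY5, a glycinin subunit, had 0.80 ± 0.91, with -0.13 in replicate 1 and 1.69 in replicate 2. GY3 had 0.20 ± 0.17 and GY4 0.02 ± 0.29. The lowest member was KTI-2 at -0.46 ± 0.52, and BBI and GM2S-1 had -0.11 ± 0.04 and -0.11 ± 0.18. Of the 4 photosynthesis genes, ELIP, an early light-induced protein, had 0.19 ± 0.08 and PSAD, a photosystem I subunit, -0.17 ± 0.13.

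The other lists had fewer than 5 measured genes and no list test. The 4 cell wall genes all lay below 0, from -0.28 ± 0.23 for EXP1, an expansin, to -0.06 ± 0.07 for CEL12, an endoglucanase. The 5 CEL12 clones ranged from -0.22 to 0.23 and the 3 XTH1 clones from -0.29 to 0.14. XET1 lay below 0 only in replicate 2 (-0.60, against 0.05 and 0.06). Both aquaporins lay below 0, PIP2-6 at -0.13 ± 0.10 and SPCP1 at -0.01 ± 0.17. Their clones ranged from -0.29 to 0.04 and from -0.10 to 0.03. The ethylene response factors EREB and EREBP1 had 0.05 ± 0.13 and 0.01 ± 0.06. Among chaperones, BIP4 had 0.17 ± 0.14 and the heat shock factor HSF-33 had -0.20 ± 0.39. In the ubiquitin list CDC48 had -0.21 ± 0.06 over 3 clones that ranged from -0.60 to 0.11, and GRR1 had 0.11 ± 0.36. The ribosomal protein genes ran from -0.10 ± 0.10 for RPS13 to 0.14 ± 0.36 for RPS6. In the glycolysis list, GAPC1 had 0.06 ± 0.11 and PGM 0.06 ± 0.49, and LOC547791 had -0.03 ± 0.06. The tubulin gene TUBB3, a reference gene, had -0.02 ± 0.25.

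**Figure D2:**
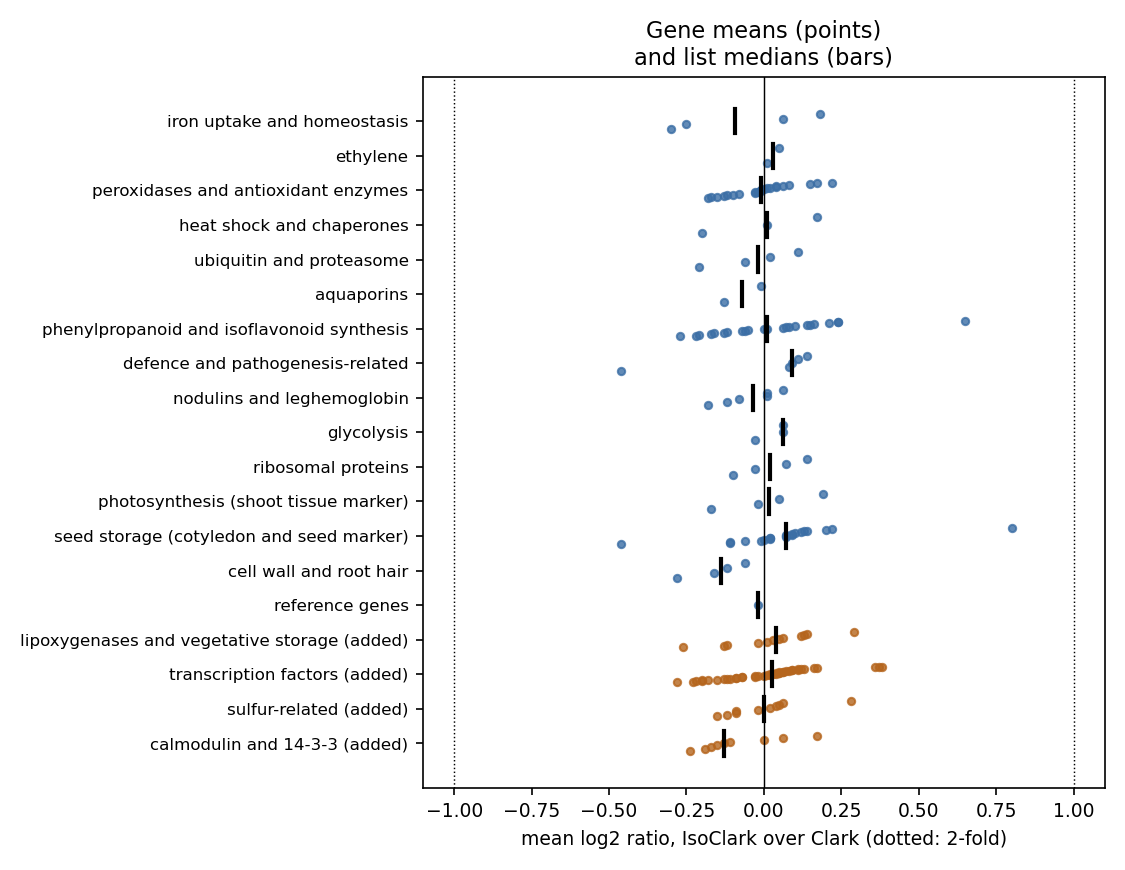
Mean log2 ratio of IsoClark over Clark of each measured gene (points, n = 3 replicates) by gene list, with the list median as a bar; lists marked as added were made after the annotation was read. Gene means stay inside the dotted lines at 2-fold, the largest being GY5 at 0.80 and the lowest KTI-2 at -0.46.

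The array joined cDNAs of root libraries with a set from other tissues, which allows the detection of both sets to be compared in each line. In IsoClark, 90.7% ± 4.7 of the root-set spots and 83.1% ± 9.9 of the Gm-r1070 spots lay above background (SD, n = 3). In Clark the shares were 91.9% ± 3.3 and 84.0% ± 8.7. The root sets exceeded the Gm-r1070 set by 7.7 ± 5.3 percentage points, in 3 of 3 replicates, with 1.9, 8.9 and 12.4 points in replicates 1, 2 and 3. The two-sided exact sign-flip p was 0.25, the smallest that 3 replicates allow. IsoClark minus Clark was -1.2 ± 1.6 points for the root sets and -0.9 ± 1.3 for Gm-r1070 (exact p = 0.5 for both). With the replicate 3 array with IsoClark in Cy3 turned these were 1.4 ± 3.2 and 3.4 ± 6.2, but IsoClark is then in Cy5 on both arrays of replicate 3 and the dyes no longer cancel. Blank and empty spots lay above background in 7.5% of cases.

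The dye swap allowed the dyes themselves to be compared. Of 2618 clones with usable spots on both arrays of every pair, 0 had a Cy5 over Cy3 ratio that passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.082. An unadjusted p under 0.05 was reached by 321 clones, or 12.3%. This count of 0 became 37 with median centring in place of loess and 44 with the day of quantification as a term. The arrays of a swap pair shared little of their line ratios. Over all cDNA spots of the pair, which are not independent replicates, Pearson's r was 0.06 in replicate 1, -0.07 in replicate 2 and -0.06 in replicate 3.

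**Figure D3:**
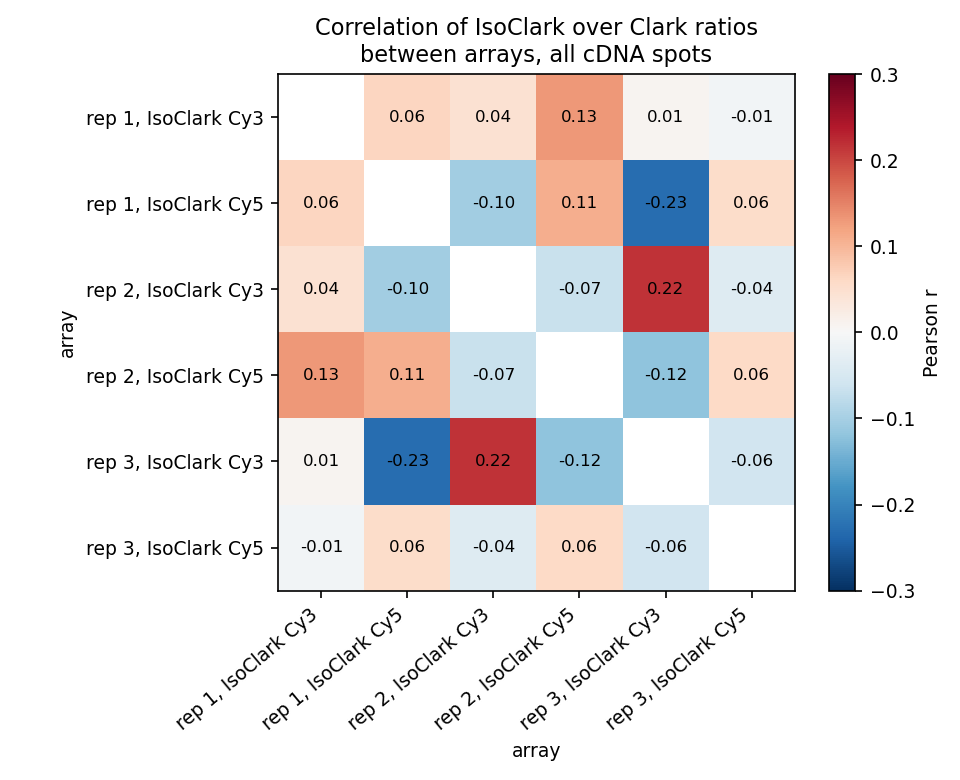
Pearson correlation, across cDNA spots, of the log2 ratio of IsoClark over Clark between each pair of the 6 arrays, named by replicate and by the dye that carried IsoClark. The values lie between -0.23 and 0.22, and the swap pairs of the 3 replicates have 0.06, -0.07 and -0.06.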

Values the study reported

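The study described its control arrays as holding the 9,728 cDNAs of the root unigene sets plus an additional 9,272 cDNAs from other tissues. Neither number equals the count of clones or of spots of these sets in the deposited scanner files, and the reason is not known. It stated that no genes were consistently different between the lines under sufficient iron. Under limited iron it called 43 genes.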

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

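The tests on dye bias, on the labelling of 1 array, on a displaced grid and on another tissue were chosen only after the result was seen. Those on poor spots, weak hybridisation and sign patterns were chosen before their own values were seen, but after the counts of the comparison and the correlations between arrays. Blank and empty spots were picked out because 7.5% of them lay above background, averaged over 6 arrays and both channels, more than the 0.544% that a count of 0 allows. Background median plus 2 SD lets some blank spots pass by construction, so this comparison does not show unexpected signal. A second result was picked out because the arrays of the 2 dye orientations moved in opposite directions. For 837 clones, or 6.23% of those tested, the line ratio had 1 sign on all 3 arrays of one orientation and the other sign on all 3 of the other, where equal chances give 3.125%. This difference was not tested clone by clone. By comparison, 578 clones, or 4.3%, had 1 sign of the line ratio on all 6 arrays; with the replicate 3 array with IsoClark in Cy3 turned these were 676, or 5.03%.

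The arrays of a swap pair hardly shared their line ratios. Gene-specific dye bias stays open: over the 6 array pairs of opposite orientation that are not swap pairs, the Cy5 over Cy3 ratios had a mean r of 0.062 with a jackknife standard error of 0.096 over arrays (an earlier test over all 9 such pairs, mean r 0.048, counted the swap pairs themselves and was set aside). Over the 1845 spots that were unflagged and above background in both channels on all arrays, the swap pairs had r of 0.22, -0.108 and -0.252 in replicates 1, 2 and 3 (mean -0.046), so poor spots do not account for replicates 2 and 3, while in replicate 1 a part stays open. A wrong label on the replicate 3 array with IsoClark in Cy3, whose column in the authors' table runs the other way, remains open, and a negative r in replicate 3 would follow from it as from dye bias. Turning that array raised the mean r within orientations minus that between them from 0.034 to 0.065, which ranks 3 of the 31 sign patterns, while the labels rank 7. The highest pattern, 0.132, also turned the replicate 2 array with IsoClark in Cy3. Cy5 over Cy3 ratios correlated positively in 13 of 15 array pairs, so this gain does not separate a wrong label from dye bias. A line difference near the noise would also leave the pairs unrelated, and this stays untested.

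On the replicate 2 array with IsoClark in Cy5, spot intensities had a mean r of 0.334 with the other arrays, against 0.593 to 0.706 for those. A spot grid displaced by whole spots in the same way in all blocks is argued against. No such displacement of up to 3 spots gave a median block r above 0.142, compared with 0.502 without displacement. A displacement that differs between blocks, or is smaller than 1 spot, was not tested. RNA of another tissue is argued against too, because 16 of the 48 blocks had an r of 0.7 or more. Weak hybridisation on part of the slide would need the poorly matching blocks to be the dim ones, but block r fell with the share of spots above background (Spearman rho -0.622 over 48 blocks, permutation p = 1e-05, the smallest the permutations can give). Block r also fell with the share of spots flagged as poor (rho -0.594, permutation p = 4e-05). Across the slide, the median block r was 0.874, 0.61, 0.502 and 0.329 in block columns 1 to 4. Neighbouring blocks are thus alike, while the permutations treat all blocks as exchangeable, so both p-values are likely too small. What stays open is a local fault in which more spots appear bright and more are flagged as poor. A grid displaced in only some blocks also stays open.

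The number of clones with an unadjusted p under 0.05 was 743 with the replicates as labelled and at most 699 with the sign of 1 replicate turned. In 1 of the 4 sign patterns the count was as large, and 4 patterns are too few for a share under 0.05.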

How the results depend on the processing

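The 5 alternatives chosen after seeing the data were the turned array of replicate 3, the authors' ratios as deposited, both arrays of every pair unflagged, the array of replicate 2 with IsoClark in Cy5 left out, and the quantification day as a term. In that setting, unflagged arrays are those whose spot is not flagged as poor. The 4 added lists, and the replicates left out and arrays turned for the share above background, were also later choices. Under all 25 alternatives run, 0 clones passed an adjusted p of 0.05 in limma, and the smallest adjusted p ranged from 0.0755 (both arrays of every pair unflagged, 2618 clones tested) to 1. The replicate block, whose arrays correlated at -0.003 within a replicate, changed no call, and 0 planned lists passed camera in any setting (added lists had 1 setting). The number of 2-fold clones was 0 with no background correction and with both arrays unflagged, 1 with print-tip loess, with the strict filter on dim probes and with no spot flags used, 2 with all flagged spots left out, with the sign of the replicate 2 array turned, and with 6 arrays and a dye term with or without the replicate block, 9 with the signal median, 12 with plain subtraction, 20 with offset 0, 170 with the authors' values and 140 with those as deposited (57 higher and 113 lower, against 77 and 63). Without 1 replicate it was 15 to 36. Clones 2-fold in 1 direction in all replicates numbered 1 with the authors' values (Gm-r1083-2291), 3 with those as deposited (Gm-r1070-8003, Gm-r1070-8435 and Gm-r1070-8531), and 0 to 5 without 1 replicate, where fewer values must pass. Intervals within 2-fold numbered 8492 with the strict filter and 2607 with both arrays unflagged, because 8497 and 2618 clones were tested; of the same 13430 clones they were 11511 (85.7%) with the authors' values and 11944 (88.9%) with those as deposited. Dye calls were 37 with median centring, 18 with the strict filter, 13 with all flagged spots left out, 17 with trend and robust eBayes, 44 with the quantification day and 0 to 9 without 1 replicate. Of 517 values of the 28 named probes under settings that can move a ratio 13 changed sign: with print-tip loess LOC780539 (0.0045) and the Yellow Stripe-Like 6 clone (0.03); the latter with no flags (0.02) and without 1 replicate (-0.13 to 0.03); with the authors' values H4 (-0.06); with the replicate 2 array turned CYP97B2 (-0.35), HRBP1 (-0.09), LOC100037475 (0.14) and a LOC547605 clone (0.00076); with the replicate 3 array turned Gm-r1083-4978 (-0.25); with the ratios as deposited H4 (-0.06), LOC547837 (-0.07) and Gm-r1083-4978 (-0.3). Another 79 values kept their sign and were over 1.5 times smaller, for 27 of the 28 probes, and 15 were over 1.5 times larger (LOC100037476 -1.07 with the authors' values). With print-tip loess 13 probes were that much smaller, among them F3H (0.05), MET2 (0.06), LOXB1 (-0.09), XTH1 (-0.06) and a LOC547605 clone (-0.03). IsoClark minus Clark in the share above background was 1.4 points for the root sets and 3.4 for Gm-r1070 with the replicate 3 array turned, and -3.4 for Gm-r1070 with the replicate 2 array turned. Apart from the counts lowered by fewer tests, the cause was not tested. Aquantile, both filters on dim probes, trend and robust eBayes, both arrays unflagged and the quantification day left these ratios as they are (134 values), and are no check on them. With an array turned or left out no swap pair remains in its replicate, and the dye effect was not run; the clones the study called under limited iron were not run.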

Other observations

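The 4 lists and the comparison of clones of 1 gene were not planned; the test on neighbouring genes was chosen before its value was seen, after the overall counts, and its reading was changed once the value was known. Among 42 transcription factor genes 25 lay above 0, from -0.28 ± 0.68 for WRKY27 to 0.38 ± 0.05 for BZIP109. BZIP50 had 0.37 ± 0.60, and MYB143 had 0.36 ± 0.28 over 2 clones. Among 12 lipoxygenase and vegetative storage genes 8 lay above 0, from -0.26 ± 0.13 for AOS2, an allene oxide synthase of jasmonate synthesis, to 0.29 ± 0.06 for VLXC, a lipoxygenase. The 10 sulfur-related genes ran from -0.15 ± 0.30 for SIR, sulfite reductase, to 0.28 ± 0.07 for SAT1, a serine acetyltransferase, with 5 above 0 and 5 below; whether MET2, at 0.02, belongs in this list is uncertain. For each of these 3 lists the adjusted p was 0.896 in camera and 0.904 with an estimated correlation; fry gave 0.896 for transcription factors and lipoxygenases and 0.963 for sulfur-related genes. In all 4 added lists 0 members passed, over all probes or adjusted over the list alone.

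Among 9 genes for calmodulins and 14-3-3 proteins 6 lay below 0, with a median of -0.13. The calmodulin gene SCAM-3 had -0.24 ± 0.03 over 3 clones that ranged from -0.47 to -0.09, while SCAM-2 had 0.00 ± 0.04. The 14-3-3 genes SGF14M and GF14B had -0.19 ± 0.09 and -0.17 ± 0.06, and GF14D had 0.17 ± 0.12. The 3 SGF14M clones ranged from -0.40 to 0.01, and the 2 GF14B clones had -0.33 and -0.01. The fry test for change in either direction gave an adjusted p of 0.0197 over the 4 added lists. The directional fry test gave 0.322, and camera gave 0.383 with the preset and an adjusted p of 0.902 with an estimated correlation. This list therefore passed only the fry test that ignores direction and makes no comparison with other genes.

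Different clones of 1 gene hardly shared their ratio: over 548 clones of 190 genes the intraclass correlation was 0.024 (one-sided permutation p = 0.287). Near-isogenic lines may differ in introgressed segments, and neighbouring genes would then share their direction. Over 433 pairs of genes next to each other in assembly Glycine_max_v4.0, among 453 placed genes, the mean product of standardised ratios was -0.012, below the 0.077 that 95% of 10000 permutations stayed under (one-sided permutation p = 0.579). Over the 231 pairs within 1 Mb it was -0.038 (one-sided permutation p = 0.703). This leaves the hypothesis open, because clones of the same gene did not share their ratio either and a short segment would hold few arrayed genes; the bound set first would have counted against it, and was set aside for that reason only after the value was seen.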
